A study of Mus musculus with 4 samples.

How the data were processed

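The labels name the cells as mouse Kupffer cells, the resident macrophages of the liver. Their RNA was sequenced 48 h after exosomes were added to the cells. The exosomes, small vesicles released by cells, came from MC38 mouse colon carcinoma cells of either the line called MC38-PRL-3 or the control line called MC38-VT. The labels do not expand VT, and they give an amount of 10 ug of exosomes beside the MC38-VT group. There were 2 libraries per group, called biological replicates in the labels, and 4 in all. What separates the cultures of a group is not stated. The libraries of one group are called PRL-3 libraries and those of the other VT libraries. Per the labels, total RNA was extracted with TRIzol, mRNA was captured on beads and fragmented, and cDNA was primed with random hexamers and amplified by PCR. The labels do not say that strand was marked, so genes that overlap on opposite strands cannot be told apart.

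The authors deposited 1 value per gene and library, rounded to 2 decimals, in a table of 56004 gene rows per library. No source used here names the unit. The values were read as FPKM, fragments per kilobase of transcript per 1e6 fragments, as the authors deposited them. The reasons were that the column sums differed between libraries (675475 to 725599), which TPM values would not do, that the values were not whole, and that the lowest values fell with transcript length as those of single fragments would. The processing notes the authors deposited name RSEM, DESeq2 and the genome build mm10, with no version or role. The aligner, the transcript assembler and the annotation release are not given in the sources used here. There were 4868 rows with an identifier of an assembled transcript (MSTRG), and 645 rows carried no Ensembl identifier. Of the 55359 rows with one, 52083 matched GENCODE mouse release M21 on GRCm38, from which gene positions, types and lengths were taken, and 3276 did not.

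The depth was recovered from the low values. For genes with a single annotated transcript of 600 to 2000 bases, the number of fragments per library and the fragment length were fitted so that low values became whole fragments. In units of 1e6 fragments, the fit gave 17.0 and 18.4 for PRL-3 replicates 1 and 2, and 18.1 and 18.4 for VT replicates 1 and 2, at a fragment length of 220 to 230 bases. Within a tolerance of 0.2 fragments, 89.1% to 90.5% of these low values came out whole, against 40% by chance. Fragment numbers given for single genes are approximations from this fit and not counts. For called genes shorter than 600 bases, the lowest value above 0 among genes within 10 bases of the same length was taken as 1 fragment, which rests on few genes. FPKM values depend on the length and on the transcript set the authors used, and a value of a few units can rest on very few fragments where a transcript is shorter than the fragments.

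The design had been written for counts, with limma on log2(value + 1) as the choice for normalised values, and that choice was used. Genes with an FPKM of 1 or more in at least 2 libraries were tested, which left 12193 genes. The values were log2-transformed after adding a pseudocount of 1, with no further scaling, and the groups were compared with limma 3.58.1 in R 4.3.3 with a mean-variance trend and robust empirical Bayes moderation. Adjusted p values are from limma with Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05. All log2 differences are PRL-3 minus VT on the log2(FPKM + 1) scale, which understates the change of low genes. A gene listed at 0 in both libraries of a group has no spread in that group, and no fold is given for it. The filter, the trend and the robust fit were set after the files were seen, the filter before any test result.

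Before the data were examined, 38 gene lists with 574 genes were fixed, covering chemokines, cytokines, macrophage states, metabolism, stress responses and markers of cell types a liver preparation could hold. In the files, 572 of the 574 symbols were found. A symbol given more than once in the files, such as Aldoa or Ddit3, was represented by its entry of highest mean. Lists with at least 2 tested members (34 of 38) were tested with fry, which asks whether the genes of a list move one way on balance or, in its mixed form, in either direction, and with camera, which compares a list with all other genes. That minimum was set after a first run gave void values for empty lists. Camera was run with a preset correlation between genes of 0.01 and with the estimated correlation. Adjustment was over the 34 lists. Counts described as adjusted over the list alone use limma p values adjusted within that list.

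The rule for named genes was also fixed beforehand. It takes Ptp4a3, Itgav and Itgb5, up to 12 called genes per direction with a mean value of at least 5 and both libraries of one group on the same side of the other, 2 members of highest mean (or up to 4 called members) per list, every tested chemokine, and the 5 most abundant genes. Symbols of the form Gm plus digits or ending in Rik and unnamed genes are counted but not named under the part of the rule on called genes. If fewer than 5 genes were called, the 10 of smallest p that met the other terms were to be added, which did not apply. The minimum had been written for CPM and was applied to FPKM. Genes named outside this rule were chosen after their values were seen and are marked so.

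The fit was tested on 20 simulated sets of the 12193 genes, built from the observed means for PRL-3 against VT, with genes independent of each other and 200 of them changed. The spread of each gene was drawn at random from those of all genes, whatever its mean, so the shares that follow need not hold for low genes. It recovered 38% of genes changed 2-fold and 76.2% of those changed 4-fold, with 3.05% of calls false, and 100% of the recovered genes had the right sign. A list shifted by -0.5 (log2) passed fry in 12 of the 20 sets, camera with the preset correlation in 20 and camera with the estimated correlation in 0, so that last test had little power here. Genes were independent in these sets, so false passes of the preset test for genes that move together were not measured. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so no such test was used.

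Alternatives were other scalings (median of ratios and upper quartile), no filter, a mean value of at least 5, a pseudocount of 0.1, the replicate number as a block, each library left out in turn, the 20 most abundant genes left out, and false discovery rates of 0.01 and 0.1. Alternatives chosen after seeing the data were protein-coding genes only, genes of 450 bases or more only, and no mean-variance trend. The fit without the trend applied to the gene tests only, while the list tests kept it. The longest transcripts of called genes were compared with the transcripts of all other genes of the release with BLAST+ 2.17.0 at 95% identity over 80% of their length. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15. The count tests that had been planned were left out because the files hold no counts.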

Results

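The data were 4 RNA-seq libraries of cells labelled as mouse Kupffer cells. Of these, 2 were from cells given exosomes of MC38-PRL-3 cells and 2 from cells given exosomes of MC38-VT cells, the control. PRL-3 is the phosphatase encoded by Ptp4a3. The sums of FPKM were 675475 and 725599 in PRL-3 replicates 1 and 2, and 715439 and 706702 in VT replicates 1 and 2, and the implied depths were 17.0, 18.4, 18.1 and 18.4 in units of 1e6 fragments. A value above 0 was listed for 19534 and 19934 genes in PRL-3 replicates 1 and 2, and for 19465 and 19355 in VT replicates 1 and 2. An FPKM of 1 was reached by 12137 and 12168 genes against 12015 and 11934. Both PRL-3 libraries thus had more detected genes than both VT libraries. Across the tested genes, the correlation of log2 values was 0.977 (Pearson r) between the PRL-3 libraries and 0.987 between the VT libraries, and 0.978 to 0.985 between libraries of different groups. Genes are not independent replicates. PRL-3 replicate 1 stood apart from the other libraries. The SD of the log2 ratio was 0.402 to 0.412 for each pair that included it and 0.313 to 0.366 for the other pairs.

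The cells carried abundant macrophage transcripts. Lyz2, the macrophage lysozyme, stood at 5952 ± 51.2 FPKM (SD, n = 2) in the PRL-3 libraries and 6827 ± 6.32 (SD, n = 2) in the VT libraries, and Cd14, the lipopolysaccharide co-receptor, at 966 ± 116 and 1179 ± 38.5 (SD, n = 2 each). Neither difference passed the test (adjusted p = 0.64 and 0.55). Of the 21 Kupffer cell markers, 7 were abundant enough to be tested, with Hmox1, a heme oxygenase, at 181 to 266 FPKM and Id3, a transcriptional regulator, at 14.7 to 17.1. Clec4f, Vsig4, Timd4, C6, Marco and Cd163, which mark resident Kupffer cells, were listed at 0 in all 4 libraries, and C1qa, C1qb and C1qc had values of 0.38 or less (these 9 were chosen after their values were seen). These 9 markers did not bear out a resident Kupffer cell identity, which rests on the labels. None of the 7 tested markers was called or passed when adjusted over the list alone, and the list did not pass (median log2 difference 0.03, mean -0.09, fry adjusted p = 0.95). Without PRL-3 replicate 1 its median was -0.17 and it passed camera (adjusted p = 0.0075, and adjusted p = 0.77 with an estimated correlation), and without PRL-3 replicate 2 its median was 0.22 with no call. The 5 genes of highest mean value were mt-Atp8 (25624 FPKM over all libraries), Spp1 (11047), Fth1 (10629), mt-Co1 (10069) and Gm28661 (9550), an unprocessed pseudogene. The gene mt-Atp8 (chromosome M, 7766 to 7969) is shorter than the fitted fragments, so its FPKM may overstate its abundance. Whether the reads of Gm28661 belong to a similar sequence elsewhere was not tested.

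The series title names PRL-3 and the integrin subunits αv and β5, so the transcripts of these were examined first. The libraries are of the cells that received the exosomes. These values therefore do not measure PRL-3 or integrins in the exosomes or in the MC38 cells. Ptp4a3 (chromosome 15, 73723145 to 73758766, plus strand) was at 21.5 ± 0.59 FPKM in the PRL-3 libraries and 20.5 ± 0.86 in the VT libraries (SD, n = 2 each), a log2 difference of 0.07 with a standard error of 0.10 (adjusted p = 0.85), and both PRL-3 libraries lay above both VT libraries by a small margin (21.1 at the lowest against 21.06). Itgav (chromosome 2, 83724397 to 83806916, plus strand) was at 33.1 ± 10.8 and 33.3 ± 0.69 FPKM (SD, n = 2 each, adjusted p = 0.97). Itgb5 (chromosome 16, 33829665 to 33949338, plus strand) was at 25.7 ± 5.18 in the PRL-3 libraries and 17.3 ± 1.57 in the VT libraries (SD, n = 2 each), with both PRL-3 libraries above both VT libraries. Its log2 difference was 0.54 with a standard error of 0.16, and it did not pass over all genes (adjusted p = 0.47) or when adjusted over the integrin list alone (adjusted p = 0.19). All 3 are protein-coding genes, and these are positions in GRCm38. Of the 13 integrin subunits tested, 0 were called over all genes and 0 when adjusted over the list alone (median log2 difference 0.07, fry adjusted p = 0.31). Itgam, the most abundant, was at 202 to 225 FPKM and Itgb2 at 191 to 234.

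The title also concerns the recruitment of myeloid-derived suppressor cells, so the chemokine genes were compared next. Of the abundant chemokine transcripts, Cxcl2 and Ccl3 had close means in the 2 groups. Cxcl2, which attracts neutrophilic cells through the receptor CXCR2, was at 1214 ± 41 FPKM in the PRL-3 libraries and 1229 ± 198 in the VT libraries, and Ccl3 at 2453 ± 134 and 2452 ± 357 (SD, n = 2 each). Ccl9 was at 1776 ± 29.5 and 2194 ± 228, Ccl4 at 763 ± 56.8 and 888 ± 68.7, and Ccl2, the monocyte attractant, at 135 ± 6.09 and 159 ± 16.5 (SD, n = 2 each), each with both PRL-3 libraries below both VT libraries. Ccl6 had the same order, at 3.34 to 4.54 and 4.62 to 5.41. Cxcl16 was at 55.6 ± 6.14 and 43.4 ± 0.82 (SD, n = 2 each), with both PRL-3 libraries above. Mif, at 940 to 1105 FPKM, Ccl7, at 47 to 70.7, and Ccl5, at 2.16 to 4.70, overlapped between the groups. Cxcl12 was at 1.30 and 1.05 in the PRL-3 libraries and listed at 0 in both VT libraries. Cxcl1, Cxcl3, Cxcl5, Cxcl15 and Ppbp were at 0.52 or less in every library and were not tested.

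The list named CXCR2-ligand chemokines had 2 tested members, Cxcl2 and Pf4. Of these, 0 were called over all genes or when adjusted over the list alone (mean log2 difference -0.12, fry adjusted p = 0.73). Pf4 is not an established ligand of CXCR2, so only Cxcl2 bore on that receptor. Of the 10 CC and other myeloid-attracting chemokines tested, 0 were called over all genes and 1, Cxcl12, was higher when adjusted over the list alone (adjusted p = 0.027). Cxcl12 only just reached the FPKM of 1 needed for testing. Its order over the libraries was that of low matrix transcripts such as Sparc, described below. The mean log2 difference of this list was 0.04 and its median -0.04, fry gave its direction as higher and camera as lower, and it did not pass (fry adjusted p = 0.96, mixed 0.08, camera 0.60). Its mean changed sign, to -0.16, when PRL-3 replicate 1 was left out, and the list then passed camera with a median of -0.27 (adjusted p = 0.029, and adjusted p = 0.77 with an estimated correlation).

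**Figure D1:**
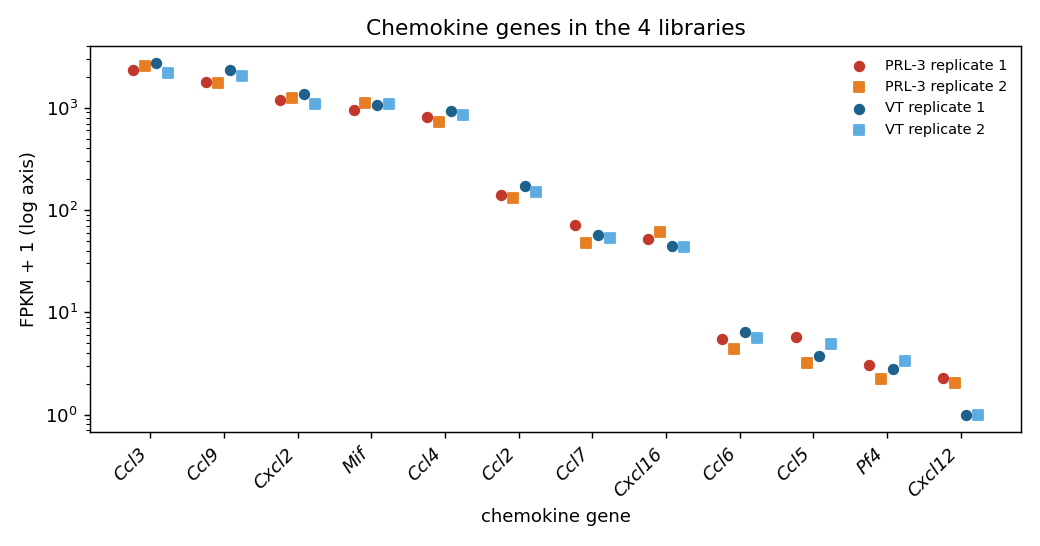
FPKM + 1 on a log axis for each tested chemokine gene in each of the 4 libraries, with 1 point per library, the PRL-3 libraries in red and orange and the VT libraries in blue. The 4 points of Ccl3 lie between 2200.0 and 2705 FPKM, while Cxcl12 is at 1.30 and 1.05 in the PRL-3 libraries and listed at 0 in the VT libraries.

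Over all 12193 genes, 3 rose and 3 fell in the PRL-3 libraries. Besides Snhg9, these genes fall outside the rule for named genes and were chosen after their values were seen. Snhg9, a small nucleolar RNA host gene (chromosome 17, 24719531 to 24719965, minus strand, annotated as antisense), was at 20.4 and 11.5 FPKM in VT replicates 1 and 2 and was listed at 0 in both PRL-3 libraries (adjusted p = 0.033). Snora73b, a small nucleolar RNA (chromosome 4, 132352322 to 132352526, minus strand), was at 6.65 and 6.24 in the VT libraries and listed at 0 in both PRL-3 libraries (adjusted p = 0.033). Gm6916, a transcribed processed pseudogene (chromosome 7, 128314784 to 128340805, plus strand), was at 5.54 and 7.55 in the VT libraries and at 0 and 0.09 in the PRL-3 libraries (adjusted p = 0.036). The 3 that rose were the processed pseudogenes Gm8648 (chromosome X, 157667565 to 157667785, minus strand; 6.18 and 10.9 FPKM) and Gm9028 (chromosome 18, 76223970 to 76224183, minus strand; 3.83 and 4.44 FPKM) and the assembled transcript MSTRG.1672 (5.40 and 3.93 FPKM). These 3 were listed at 0 in both VT libraries (adjusted p = 0.046 each).

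No protein-coding gene was called by limma in this fit. Among the alternatives, 1 was called (H2ac18) under each other scaling and with the 20 most abundant genes left out, 2 with the replicate block, 2 without the mean-variance trend and 71 without PRL-3 replicate 2. Of the 5 called genes with an annotated length, 4 were 183 to 221 bases long, below the fragment length or close to it, and their values were 1 to 3 times the lowest value of genes of like length, or about 1 to 3 fragments per library. The exception was Gm6916, at about 61 and 84 fragments in the VT libraries if its length is taken as the joint 828 bases of its 2 annotated transcripts. At an unadjusted p under 0.05 there were 1159 genes (690 higher and 469 lower in the PRL-3 libraries) where chance would give 610. Both PRL-3 libraries lay above both VT libraries for 24.3% of the tested genes and below them for 18%, where chance gives 1 of 6 for each. The number of calls depended on the libraries used. It was 100 (27 higher and 73 lower) without PRL-3 replicate 2, 2 without PRL-3 replicate 1 and 0 without either VT library. Of the genes that missed the threshold, H2ac18, a histone H2A gene, was at 20.9 and 22.6 FPKM in the PRL-3 libraries and 7.86 and 6.31 in the VT libraries (adjusted p = 0.059). Cp, the copper carrier ceruloplasmin, was at 8.47 and 6.52 against 2.45 and 2.51 (adjusted p = 0.20), and Csf1, the macrophage growth factor, at 4.21 and 3.02 against 0.94 and 0.83 (adjusted p = 0.35). These 3 were chosen after their values were seen.

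The proliferation and cholesterol synthesis lists were lower than all other genes by camera with the preset correlation (adjusted p = 2.7e-12 and 7.3e-10), but neither passed with the estimated correlation (adjusted p = 0.75 for both) or with fry (adjusted p = 0.45 for both). The estimated correlation between genes was 0.65 in the proliferation list and 0.56 in the cholesterol synthesis list, against the preset 0.01. For genes that move together, the preset test gives p values that are too small. All 23 tested proliferation genes had a lower mean in the PRL-3 libraries (median log2 difference -0.35), and for 19 of them both PRL-3 libraries lay below both VT libraries. Pcna, the sliding clamp of DNA replication, was at 112 ± 22.8 FPKM in the PRL-3 libraries and 152 ± 3.73 in the VT libraries, and Cdk1, the mitotic kinase, at 63.2 ± 4.43 and 76.1 ± 8.16 (SD, n = 2 each). None of the 23 was called over all genes, and 4 were lower when adjusted over the list alone, Ccnb1, Mcm5, Rrm2 and Tyms (chosen after their values were seen). Rrm2, a subunit of ribonucleotide reductase, was at 34.6 ± 5.37 and 54.9 ± 4.17 (SD, n = 2 each). All 19 tested cholesterol synthesis genes also had a lower mean (median -0.37), 16 of them with both PRL-3 libraries below both VT libraries. Fdps was at 291 ± 2.74 and 309 ± 9.16 and Srebf2, the transcription factor of the pathway, at 73.4 ± 4.24 and 77.9 ± 4.85 (SD, n = 2 each). None was called over all genes and 1 was lower when adjusted over the list alone. Without PRL-3 replicate 1, the library that stood apart, the medians were nearer to 0, at -0.19 and -0.25, and without PRL-3 replicate 2 they were -0.47 and -0.50.

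Another 3 lists were lower by camera with the preset correlation, and none of them with the estimated correlation (adjusted p = 0.75 for each) or with fry. The estimated correlation was 0.06 for the glycolysis genes, 0.69 for the interferon response genes and 0.88 for the S100 genes. Of the 17 glycolysis genes, 16 had a lower mean in the PRL-3 libraries (median -0.11, camera adjusted p = 0.00024), with Gapdh at 2470.0 ± 8.61 and 2673 ± 103 FPKM and Pkm at 2403 ± 111 and 2703 ± 40.7 (SD, n = 2 each). When adjusted over the list alone 3 were lower, the lactate transporter Slc16a3, Pfkl and Pdk1 (chosen after their values were seen). Of the 24 type I interferon response genes, 18 had a lower mean (median -0.20, camera adjusted p = 0.0037) and 0 passed when adjusted over the list alone. Bst2 was at 138 ± 17.4 and 161 ± 4.07 and Oas1a at 86.1 ± 18 and 83.8 ± 7.28 (SD, n = 2 each). That call rested on the lower values of PRL-3 replicate 2, since the median was 0.02 without it (camera adjusted p = 0.83), and it was also lost without VT replicate 1 (0.18). All 7 S100 genes tested had a lower mean (median -0.15, camera adjusted p = 0.042) and 0 passed when adjusted over the list alone. S100a6 was at 764 ± 27.4 and 845 ± 13 and S100a4 at 581 ± 319 and 948 ± 18.9 (SD, n = 2 each). The S100 call was lost without PRL-3 replicate 1 (camera adjusted p = 0.16), without VT replicate 1 (0.30), with the replicate block (0.068), with no filter (0.24) and with a mean value of 5 or more (0.067).

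Another 3 lists were higher by camera with the preset correlation, again none with the estimated correlation (adjusted p = 0.75 for each) or with the one-way form of fry. Of the 25 NF-kB target genes, 18 had a higher mean in the PRL-3 libraries (median 0.15, camera adjusted p = 0.042) and 0 passed when adjusted over the list alone, with Sod2 at 298 ± 6.71 and 287 ± 33.1 FPKM and Clec4e at 209 ± 15 and 210.0 ± 10.9 (SD, n = 2 each). The call was lost without PRL-3 replicate 2 (camera adjusted p = 0.45), without VT replicate 2 (0.19) and with no filter (0.073). Of the 14 p53 target genes, 10 had a higher mean (median 0.20, camera adjusted p = 0.037). Bax was at 178 ± 17.8 and 184 ± 11.2 and Mdm2 at 92.2 ± 5.54 and 94.1 ± 2.95 (SD, n = 2 each), and 1, the death receptor Fas, was higher when adjusted over the list alone, at 13.3 ± 1.78 and 7.78 ± 0.52 (SD, n = 2 each, chosen after its values were seen). That call was lost without PRL-3 replicate 2 (0.16) and without VT replicate 1 (0.08). All 4 stellate cell and fibroblast markers tested had a higher mean (median 0.50, camera adjusted p = 0.037). Ecm1 was at 31.5 ± 5.2 and 26.4 ± 1.5 and Dcn at 5.48 ± 1.63 and 5.05 ± 0.56 (SD, n = 2 each), and 2, Acta2 and Tagln, were higher when adjusted over the list alone (chosen after their values were seen). The call was lost without PRL-3 replicate 1, where 2 members were left and the median was -0.05, and without PRL-3 replicate 2 (median 0.37). It was also lost with a mean value of 5 or more (camera adjusted p = 0.44). With no filter, where 12 members were tested, it was kept (median 0.27, camera adjusted p = 6.0e-05, and adjusted p = 0.81 with an estimated correlation).

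**Figure D2:**
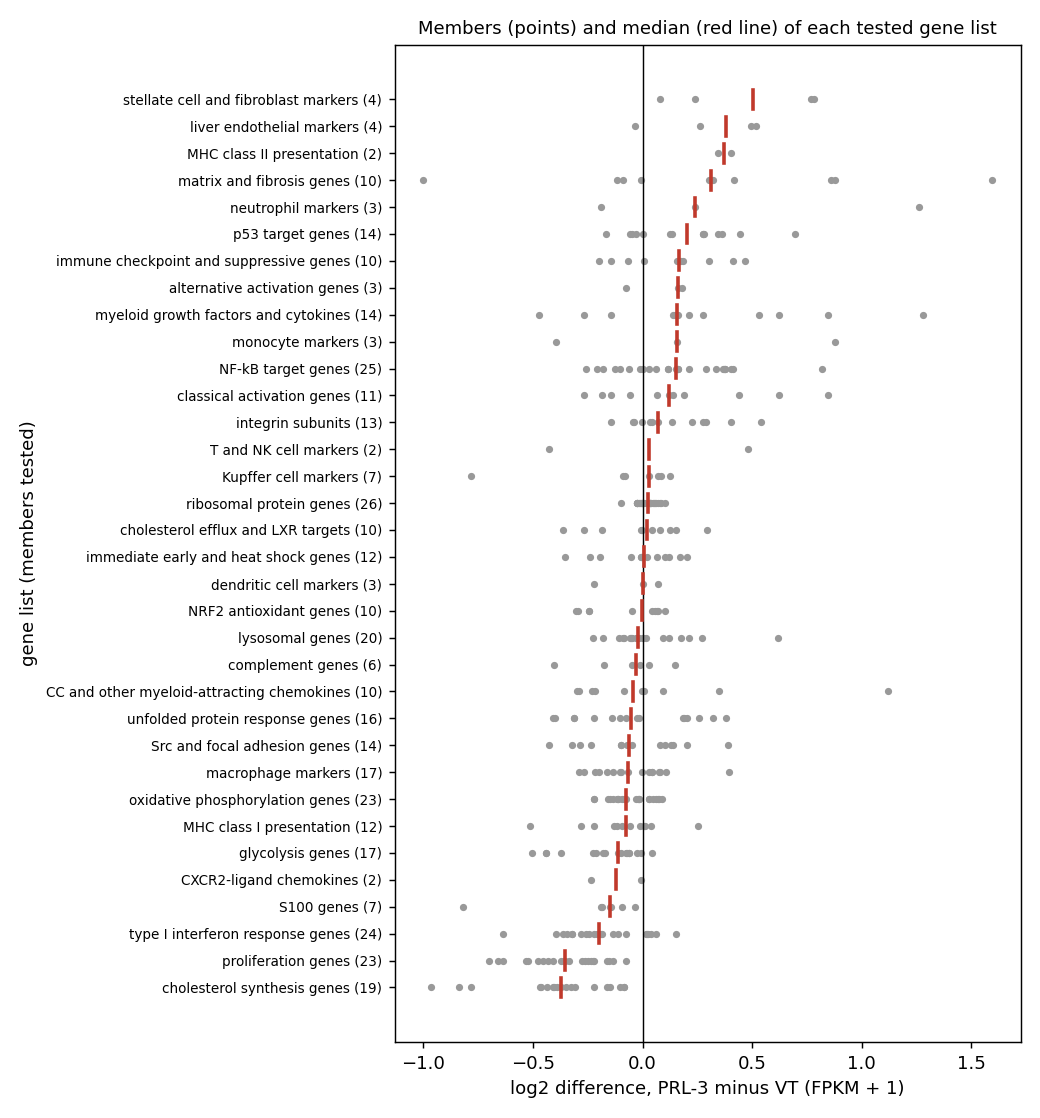
The log2 difference (PRL-3 minus VT, FPKM + 1) of every tested member of each of the 34 tested lists as a grey point, with the list's median as a red line and the number of members tested in parentheses. All 23 proliferation genes and all 19 cholesterol synthesis genes lie to the left of 0.

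Of the matrix and fibrosis genes, 4 had a mean value of 5 or more. The most abundant were Spp1, the secreted phosphoprotein osteopontin, at 10155 to 12192 FPKM, and Plaur, the urokinase receptor, at 167 to 218. Of the 10 matrix and fibrosis genes tested, 6 had both PRL-3 libraries above both VT libraries and 1 had both below, where chance gives 1 of 6 for each. Sparc, a matrix glycoprotein, was at 2.07 and 1.97 FPKM in the PRL-3 libraries and listed at 0 in both VT libraries (adjusted p = 0.20), Fn1, fibronectin, at 1.45 ± 0.38 and 0.33 ± 0.04, and Plau, the urokinase, at 19.4 ± 6.79 and 38.6 ± 3.08 (SD, n = 2 each). These 3 were chosen after their values were seen. None was called over all genes, although Sparc was in the fit without the mean-variance trend, and 3 passed when adjusted over the list alone, Sparc and Fn1 higher and Plau lower. The median log2 difference of the list was 0.31, and it was -0.10 for the 4 members with a mean value of 5 or more (camera adjusted p = 0.44) and 0.08 without PRL-3 replicate 2. The list passed the mixed form of fry (adjusted p = 0.032) and not camera (adjusted p = 0.11) or one-way fry (0.45). With no filter on low values, where 20 members were tested, it passed camera (adjusted p = 0.00033, and adjusted p = 0.81 with an estimated correlation). The mixed form of fry also passed the p53 targets, the stellate cell and fibroblast markers and the monocyte markers (adjusted p = 0.032 each), whose 3 tested members were Ccr2, Gm9733 and Fn1, with Fn1 the only one higher when adjusted over the list alone. None of these 4 calls of mixed fry was kept when any 1 library was left out, with a mean value of 5 or more, or with the 20 most abundant genes left out. With the replicate block only that of the monocyte markers was kept (adjusted p = 0.045), and with no filter only that one was lost (adjusted p = 0.097).

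**Figure D3:**
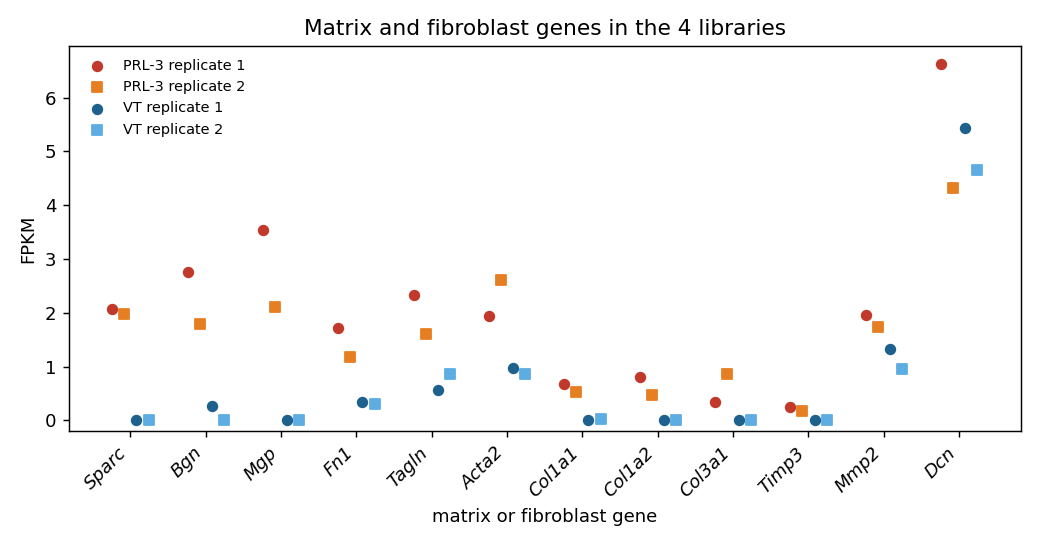
FPKM of 12 matrix or fibroblast genes, chosen after their values were seen, in each of the 4 libraries, with 1 point per library. Sparc is at 2.07 and 1.97 in the PRL-3 libraries and listed at 0 in both VT libraries, while the 4 values of Dcn, from 4.32 to 6.63, overlap between the groups.

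Markers of hepatocytes, erythroid cells and epithelial cells were below the level for testing apart from Spp1, while the other lists of cell markers had members at higher values. Of the 15 hepatocyte markers and the 7 erythroid markers found, 0 reached the level for testing, with Alb at 0.03 or less and Hba-a1 at 0.34 or less (the untested genes named here were chosen after their values were seen). Of the 14 epithelial and carcinoma markers only Spp1 was tested, and Epcam and Cdh1 were listed at 0 in all libraries. Of the 10 B cell markers only Ighm was tested, at 9.13 to 9.74 FPKM. Of the 15 T and NK cell markers 2 were tested, Il7r at 48.2 ± 7.67 and 64.7 ± 0.37 and Lck at 11.2 ± 1.82 and 7.71 ± 1.41 (SD, n = 2 each), which passed in opposite directions when adjusted over the list alone, while Cd3e was listed at 0 throughout. Of 4 liver endothelial markers tested, 1, the Fc receptor Fcgr2b, was higher when adjusted over the list alone, at 151 ± 14 and 107 ± 13.9 (SD, n = 2 each), beside Eng at 3.68 to 4.40. Of the 3 neutrophil markers tested, S100a8 was at 216 to 309 and Lcn2 at 356 and 140 FPKM in PRL-3 replicates 1 and 2 and 117 and 73.5 in VT replicates 1 and 2, and Ly6g and Mpo were listed at 0. Of 3 dendritic cell markers tested, Irf8 was at 22.3 to 24.8 and Bst2 had both PRL-3 libraries below. None of the lists with 2 or more tested members in this paragraph passed fry or camera, and none of the tested members was called over all genes. With no filter, 6 hepatocyte markers entered the tests and passed the mixed form of fry (adjusted p = 0.034).

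The remaining lists passed no set test in the fit described above, and no member was called over all genes. Among the alternatives, the mixed form of fry passed MHC class II presentation with no filter (adjusted p = 0.034) and the Src and focal adhesion genes with the replicate block (adjusted p = 0.040). The number of lists past camera with the preset correlation went from 8 to 15 without PRL-3 replicate 1, with 0 past it with an estimated correlation (adjusted p = 0.77 for each list gained). Those gained were, besides the CC chemokine and Kupffer cell lists, the cytokines (median 0.37), ribosomal proteins (0.11), MHC class I presentation (-0.14), lysosomal genes (-0.14), NRF2 antioxidant genes (-0.18), macrophage markers (-0.10) and the unfolded protein response (-0.10). The lysosomal genes also passed without PRL-3 replicate 2, with a median of the opposite sign (0.10, camera adjusted p = 0.013, and adjusted p = 0.95 with an estimated correlation), and the cytokines without VT replicate 1 (0.33, camera adjusted p = 0.011, and adjusted p = 0.86 with an estimated correlation). In the cytokine list, 1 of 14 tested members, Csf1, was higher when adjusted over the list alone (adjusted p = 0.0095), Tnf was at 128 to 174 FPKM and Csf3 at 90.7 to 168, and the median log2 difference was 0.16 (fry adjusted p = 0.73). No member passed, even when adjusted over the list alone, in the lists of MHC class II presentation (2 tested, median 0.37), immune checkpoint and suppressive genes (10, 0.17), alternative activation (3, 0.16), classical activation (11, 0.12), complement (6, -0.03), MHC class I presentation (12, -0.08) and macrophage markers (17, -0.06). The same held for oxidative phosphorylation (23, -0.07), ribosomal proteins (26, 0.03), lysosomal genes (20, -0.02), the unfolded protein response (16, -0.05), NRF2 antioxidant genes (10, -0.0040), immediate early and heat shock genes (12, 0.0058), Src and focal adhesion genes (14, -0.06) and cholesterol efflux and LXR targets (10, 0.02). The median and the mean had opposite signs for the lysosomal, cholesterol efflux, immediate early, Kupffer cell and dendritic cell lists, all within 0.1 of 0. For the T and NK cell markers both were 0.03 while fry and camera gave the direction as lower, and for the lysosomal and cholesterol efflux lists fry gave higher and camera lower. Among the most abundant members, Ctsb was at 1295 to 1885 FPKM, Rplp1 at 2832 to 3064, H2-K1 at 502 to 578, Cd74 at 134 to 241 and Hspa5 at 486.8 to 629.8.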

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

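Of the tests here, the fits on protein-coding genes, on genes of 450 bases or more and without a mean-variance trend were chosen after seeing the data. The main count of 3 genes higher and 3 lower went to 0 and 0 with no filter on low values, to 0 and 1 with a mean value of 5 or more, to 0 and 1 with a pseudocount of 0.1, to 0 and 0 with protein-coding genes only (smallest adjusted p 0.095), to 0 and 1 with genes of 450 bases or more, to 7 and 3 without the trend, and to 0 and 0 at a rate of 0.01 and 5 and 4 at 0.1. It was 4 and 3 with both other scalings and with the 20 most abundant genes left out, where the 6 main genes were kept and H2ac18 was added. Leaving out 1 library gave 0 to 27 higher and 0 to 73 lower. A lone library was then assumed to vary like the other group. The replicate numbers gave no sign of pairing, since the replicate 1 minus replicate 2 differences of the groups had a correlation of -0.06 across genes. The replicate block gave 9 higher and 6 lower, with the 6 main genes among them. For the gene lists, the number past fry went from 0 to 1 with median-of-ratios scaling (p53 targets) and to 1 with upper-quartile scaling, and stayed 0 otherwise. The lowest same-group correlation, 0.977, was 0.988 with no filter, 0.968 with a mean of 5 or more, 0.957 with a pseudocount of 0.1, 0.986 with protein-coding genes and 0.985 with genes of 450 bases or more. The causes of these moves were not tested. The mean of the CC chemokine list also changed sign, to -0.06, with a mean value of 5 or more, where the CXCR2 list had 1 member left and no test. Neither chemokine list passed one-way fry under any alternative (adjusted p 0.60 to 0.997), but the CC list passed camera (median -0.27) without PRL-3 replicate 1 (0.029, and adjusted p = 0.77 with an estimated correlation) and mixed fry with no filter (0.034), with protein-coding genes (0.029) and with genes of 450 bases or more (0.041). Of 1427 values of 107 named genes under alternatives, 19 lost a call, 12 gained one and 0 called values changed sign, while 61 values with no call did. The fit without the trend left the list tests unchanged by construction. The planned count-based tests, their scaling and the comparison of counts with sampling noise were not run, since the files hold no counts.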

Other observations

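Of the tests here, those on the length and the fragments of called genes, on the other splits for the called genes and on random lists for the matrix genes were chosen after the result was seen. Many low matrix transcripts had both PRL-3 libraries above both VT libraries, while the 4 matrix and fibrosis genes with a mean value of 5 or more had a median log2 difference of -0.10. Col1a1 was at 0.68 and 0.52 FPKM in PRL-3 replicates 1 and 2 and at 0.01 and 0.03 in VT replicates 1 and 2, Col1a2 at 0.81 and 0.47 against 0 and 0, Col3a1 at 0.34 and 0.86 against 0 and 0, and Timp3 at 0.25 and 0.18 against 0 and 0. Mgp (3.54 and 2.10 against 0 and 0, adjusted p = 0.20 with limma) and Bgn (2.76 and 1.79 against 0.27 and 0, adjusted p = 0.43) had the same order. Of the 35 genes in the stellate cell and matrix lists, 21 had both PRL-3 libraries above both VT libraries and 1 had both below, where chance gives 1 of 6 for each. All genes named here were chosen after their values were seen.

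Low RNA of fibroblast-like cells in the PRL-3 cultures is a candidate source of this pattern. In a list of 40 further mesenchymal genes, written after the pattern was seen but before any of their values were, 60% had both PRL-3 libraries above both VT libraries (24 genes, against 0 below), but its 2 most abundant members overlapped between the groups, Tnc at 3.11 and 10.8 against 3.24 and 3.34 and Efemp2 at 4.30 and 3.07 against 3.51 and 3.87, as did Cav1 at 0.41 and 1.82 against 1.66 and 0.85 and Serpinf1 at 1.30 and 0.36 against 1.57 and 0.72, and Dcn outside the list. More detected low genes in general cannot be told apart as a part of it, since among 6831 genes of mean value 0.1 to 3 the higher outnumbered the lower by 2.28. More detected low genes as the whole cause are argued against, since the highest of 10000 random lists of like mean value had 16 against 24 here. Such lists understate the spread, because the members of a real list are not independent. Several of the 24 also rested on a few fragments. Mmp3 was at about 2 in both PRL-3 libraries and Nid1 at 2 and 4, while Fstl1 was at 172 and 105. With only 3 splits of the 4 libraries no share under 0.05 is possible, and the real split gave 24 against 2 in the highest other. Whether such RNA came with the cells, the exosomes or a neighbouring library, or whether the Kupffer cells made it in response to the MC38-PRL-3 exosomes, was not tested.

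Most calls may come from a few fragments on very short transcripts. The called genes' values came to a median of 2 fragments in the higher group, and 4 of the 5 with a length were under 450 bases, against 2.23% of tested genes. For Gm6916 a few fragments are argued against only if its length was 828 bases, which gives about 61 fragments in the lower VT library. That is the joint length of its 2 annotated transcripts, and a shorter transcript would give fewer fragments. Reads shared with near-identical copies cannot be told apart for all of them, since 1 of the 5 had such a match (10.3% of 300 random genes did). With 3 splits no share under 0.05 is possible, and the real split alone gave as many as 6 calls (1 of 3 splits) against 3 in the highest other. Of the 6 called genes, 5 were listed at 0 in one group. Genes at an FPKM of 1 or more in 2 libraries and at 0 in the other 2 did not set the real split apart. It had 13 such genes higher and 6 lower in the PRL-3 libraries. The split of PRL-3 replicate 1 and VT replicate 2 against the others had 10 and 10, and replicate 1 against replicate 2 had 6 and 7.

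The lower proliferation and cholesterol synthesis transcripts were followed up in the same way. The lower values were not confined to PRL-3 replicate 1, since without it the medians were -0.19 and -0.25. Of the members, 22 of 23 and 19 of 19 then lay below 0. Both medians were below every one of 10000 random lists of like expression. Such lists understate the spread, because the members of a real list are not independent. With 1 PRL-3 library left, the spread between cultures was not measured. PRL-3 replicate 1 carried the larger part of the difference, since without PRL-3 replicate 2 the medians were -0.47 and -0.50. Replicate 1 against replicate 2 gave medians of -0.17 and -0.20. Why the PRL-3 libraries differed was not tested. A scaling offset common to all genes is argued against, since the median of all genes was 0.02 and the other scalings, which assume that most genes are unchanged, left the list median nearest to 0 at -0.35. A spread between cultures unrelated to the exosomes cannot be told apart, since only 3 splits exist, and the real medians of -0.35 and -0.37 stood beside 0.17 for the smaller of both in the highest other split.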
